# The Use of Targeted Next Generation Sequencing to Explore Candidate Regulators of TGF-β1’s Impact on Kidney Cells

**DOI:** 10.3389/fphys.2018.01755

**Published:** 2018-12-10

**Authors:** Bo Wang, Guanyu Ji, Haroon Naeem, Junwen Wang, Phillip Kantharidis, David Powell, Sharon D. Ricardo

**Keywords:** transforming growth factor-beta, diabetes, fibrosis, RNA-Seq, DNA methylation

## Abstract

**Aims/Hypothesis:** Transforming growth factor-beta (TGF-β1) plays an important regulatory role in the progression of chronic kidney failure. Further, damage to kidney glomerular mesangial cells is central to the progression of diabetic nephropathy. The aim of this study was to explore the genetic associations between mRNA, microRNA, and epigenetics in mesangial cells in response to TGF-β1.

**Methods:** The regulatory effects of TGF-β1 on mesangial cells were investigated at different molecular levels by treating mesangial cells with TGF-β1 for 3 days followed by genome-wide miRNA, RNA, DNA methylation, and H3K27me3 expression profiling using next generation sequencing (NGS).

**Results:** Our results provide the first comprehensive, computationally integrated report of RNA-Seq, miRNA-Seq, and epigenomic analyses across all genetic variations, confirming the occurrence of DNA methylation and H3K27me3 in response to TGF-β1. Our findings show that the expression of KLF7 and Gja4 are involved in TGF-β1 regulated DNA methylation. Our data also provide evidence of the association between epigenetic changes and the expression of genes closely related to TGF-β1 regulation.

**Conclusion:** This study has advanced our current knowledge of mechanisms that contribute to the expression of TGF-β1-regulated genes involved in the pathogenesis of kidney disease. The molecular underpinnings of TGF-β1 stimulation of kidney cells was determined, thereby providing a robust platform for further target exploration.

## Introduction

The transforming growth factor-beta (TGF-β) superfamily of regulatory proteins consists of secreted peptides that are important to mammalian development and homeostasis. However, TGF-β1 plays a critical role in the pathogenesis of both acute and chronic kidney disease (CKD), since long terms TGF-β1 overproduction can lead to end-stage diabetic nephropathy. TGF-β1 also plays a central role in the development of kidney fibrosis and inflammation through its downstream signaling cascades, which activate cellular pathologic mechanisms underlying the progression of renal inflammation and fibrosis (Border et al., 1990; Basile, 1999; Oxburgh et al., 2004). The precise mechanisms that mediate TGF-β1-induced fibrosis, however, are not well understood.

Awareness of the critical role of epigenetic and small RNA-related mechanisms in the regulation of gene expression in both tissue homeostasis and disease is increasing. Gene expression is regulated post-transcriptionally by miRNAs, which are short, non-coding RNAs that bind to the 3′-UTR (untranslated region) of target mRNAs and repress protein production by destabilizing the mRNA, thus silencing translation (Mehta and Baltimore, 2016). DNA methylation, on the other hand, is a common epigenetic mechanism used by cells to repress gene expression. DNA methylation is also critical to the regulation of RNA expression and is an important component of numerous cellular processes that are essential for kidney development and tissue inflammation in acute and chronic diseases (Bomsztyk and Denisenko, 2013; Woo et al., 2014; Marumo et al., 2015). Histone modification, which involves the transfer of methyl groups to the histone proteins that comprise the nucleosome, is a separate epigenetic modification that plays a role in kidney development and disease (Chen and El-Dahr, 2013; Wang et al., 2014). To this end, determining the specific functions of histone subtypes in the development of kidney disease is important for identifying new therapeutic targets.

Histone H3K27 is involved in the regulation of gene transcription. Specifically, trimethylated H3K27 (H3K27me3) is strongly associated with inactive gene promoters and the inhibition of transcription regulated by enhancer of zeste homolog 2 (EZH2), a specific histone methyltransferase for H3K27me3 (Simon and Lange, 2008). Due to its marked and predictable effect on gene expression, H3K27me3 is also an important epigenetic marker. However, recent studies have indicated that H3K27me3 plays an opposing role in the development of tissue fibrosis (Siddiqi et al., 2016; Zhou et al., 2016), prompting further investigation of the function of this novel regulator in the regulation of kidney fibrosis.

The advent of next generation sequencing (NGS) technologies has enabled genetic nephrology research to advance beyond the analysis of single genes to the simultaneous investigation of hundreds of genes and entire pathways. NGS technologies are suitable for mapping the transcriptome (RNA-Seq), small RNAs (miRNA-Seq), histone modifications using chromatin immunoprecipitation (ChIP) assays (ChIP-Seq), and DNA methylation using methylated DNA immunoprecipitation technology (MeDIP-Seq). Additionally, RNA-Seq and miRNA-Seq are used to analyze mRNA and miRNA expression levels as well as splicing variants and non-coding RNAs on a genome-wide scale, whereas ChIP-Seq and MeDIP are used to identify genome-wide transcriptional DNA-binding sites, which are known to regulate gene expression in both intragenic and intergenic regions. The combination of the miRNA-Seq, ChIP-Seq, MeDIP-Seq, and RNA-Seq approaches facilitates the identification of novel transcriptional mechanisms that may play important roles in various diseases. Recently, studies involving NGS technologies have investigated the effects of TGF-β on different cell types (Brennan et al., 2012; Tian et al., 2015). However, these studies were independently assessed and did not involve coordinated investigations to evaluate the genome-wide effects of TGF-β1 expression, especially in kidney cells.

Accordingly, we investigated the immediate transcriptional responses induced by TGF-β1 and specifically determined changes in mRNA, miRNA, histone (H3K27me3), and DNA methylation in primary mesangial cells. We report TGF-β1-induced changes in the expression of genes involved in metabolic and endocrine diseases and fibrosis that were associated with genome-wide changes in histone and DNA methylation. NGS was used to demonstrate the remarkable complexity of the multiple omics in kidney mesangial cells, which has not been previously demonstrated. A comparative analysis of dataset from gene expression, methylation of chromatinized DNA, and miRNA expression was elucidated when the regulatory mechanisms were considered central to TGF-β1 responses.

## Materials and Methods

### Flowchart of Analytic Methods

Figure 1 summarized the flowchart of analytic methods for this study. More details are described in “Materials and Methods” and “Results”.

**FIGURE 1:**
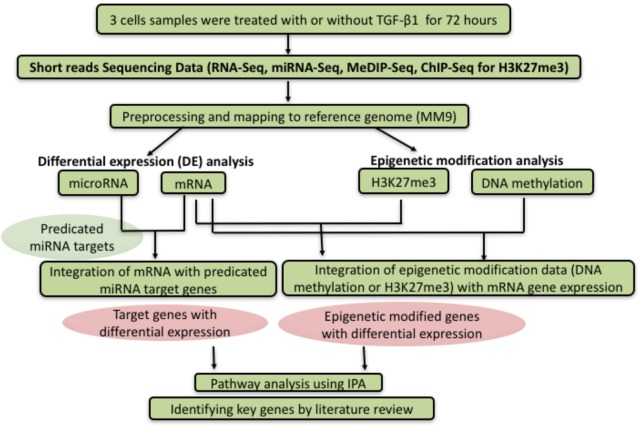
Flowchart of analytic methods. After sequencing the expression level of miRNA, RNA, DNA methylation, and H3K27me3 between control and TGF-β1 treated samples, the datasets were analyzed to investigate the correlation between different genetic or epigenetic level, following by analysis and interpretation through the pathway analysis or literature review.

### Cell Culture and TGF-β1 Treatment

Mouse primary mesangial cells (provided by Professor Joseph Forbes, University of Queensland, Australia) (Hagiwara et al., 2018) were cultured in Dulbecco’s Modified Eagle Medium with the addition of high glucose (25.5 mM) containing 20% fetal bovine serum (GIBCO). The cells used in these experiments were used between passages 3 and 6 and were treated with 10 ng/ml TGF-β1 for 72 h.

### miRNA-Seq and RNA-Seq

Total RNA was isolated from the mesangial cells using TRIzol^®^ (Invitrogen) per the manufacturer’s instructions. The samples were collected from each group (TGF-β1 and control cells) in triplicate and RNA sequencing (RNA-Seq) and miRNA sequencing (miRNA-Seq) were performed using the Illumina HiSeq^TM^ 2000 sequencing system [Beijing Genomics Institute (BGI) Inc., Shenzhen, China]. An analysis of differential miRNA (DE-miRNA) and RNA (DE-genes) expression between samples from TGF-β1-treated and control cells was then conducted.

Low-quality reads from the RNA-Seq results were removed from the data set and the clean reads were mapped to the mouse reference genome (MM9) using TopHat (version 2.0.6) (Trapnell et al., 2009) with the default settings. Cufflinks (version 2.0.2) was used to estimate the fragments per kilobase of exon per million fragments mapped (FPKM) values (Trapnell et al., 2010), and genes with an FPKM value ≥3 were considered expressed, as previously described (Mortazavi et al., 2008). Next, the differential expression of genes between the TGF-β1-treated and control samples was reported as fold change (FC) with associated p-values calculated based on a negative binomial distribution, and evaluated using the DESeq R Bioconductor package (Anders and Huber, 2010). The approach was well suited for experiments involving count data (read counts), and the method estimated variance in a local fashion for varying signal strength (Trapnell et al., 2010).

The annotation of the miRNA reads from miRNA-Seq results was performed as previously described (Tan et al., 2014). Briefly, clean reads were obtained after trimming the 5′ and 3′ adaptors and eliminating contaminants and inadequate (<18 nt) and low-quality reads. The trimmed sequences were compared against known miRNAs released from miRBase version 17 (Griffiths-Jones et al., 2006) using the Bowtie algorithm (Langmead et al., 2009). The expression of each miRNA was calculated as transcripts per million reads (TPM), and log_2_ fold changes (log_2_FC) between the TGF-β1-treated and control groups were calculated based on normalized read counts.

Significant differences in the expression of miRNAs between the TGF-β1-treated and control samples were determined using the DESeq (Anders and Huber, 2010) package in R. The threshold for differentially expressed miRNAs was set at an FDR *p*-value <0.05 and | log_2_ FC| >2. Additionally, we analyzed the expression pattern of DE-genes by comparing the endogenous expression levels of genes between the groups. The quintile analysis ranked the gene expression levels from low expression (bottom 20% in Rank 1) to highly expressed (top 20% in Rank 5).

### Analysis of the miRNA–mRNA Relationship

Putative target genes of the differentially expressed mouse miRNAs were predicted both using TargetScan (Lewis et al., 2005) and miRDB (Wong and Wang, 2015) for overlapping targets by miRWalk (Dweep and Gretz, 2015). Besides traditional 3′UTR located miRNA targets, the CDS- and 5′UTR-located miRNA targets are predicted (Hausser et al., 2013; Gu et al., 2014). For each miRNA–target pair, we calculated the FC1/FC2 value, which represented the strength of the DE-miRNA-DE-gene relationship, where FC1 indicated the log_2_FC in the DE-gene (calculated between the TGF-β1-treated and control samples), and FC2 indicated the log_2_FC of the DE-miRNA (Zhuang et al., 2015).

### MeDIP-Seq for DNA Methylation Analysis

The raw reads (three replicates per group) were obtained by Illumina sequencing. Then we get the clean reads from the data set by filtering reads contained the adaptor sequence, or the reads which had low quality and N bases occupy more than 10% of the reads length. The clean reads were aligned to the mouse reference genome (MM9) using the Burrows-Wheeler Aligner (BWA) (Li and Durbin, 2010), allowing up to two nucleotide mismatches to the reference genome per seed and returning only uniquely mapped reads. Replicate sequencing reads (i.e., reads with the same starting position) were counted only once.

Uniquely mapped reads were used to analyze the peaks based on a defined model of ChIP-Seq data (MACS2) (Liu, 2014). Peaks with a false discovery rate (FDR) less than 0.01 were used for further analysis, and all the other parameters were used as default. Based on our results, we found 81,473, 90,337, and 100,449 peaks in the control samples and 101,629, 100,379, and 105,520 peaks in the TGF-β1-treated samples. 

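The deposited lists held 81473, 90337 and 100449 peaks in the control samples and 101629, 100379 and 105520 peaks in the TGF-β1-treated samples. The mean was 90753 ± 9495 peaks (SD, n = 3) in control and 102509 ± 2681 peaks (SD, n = 3) in TGF-β1-treated samples, a difference of 11756 peaks that was larger than either SD, although the groups overlapped, with 100449 peaks in control replicate 3 and 100379 in TGF-β1 replicate 2 (exact two-sided permutation test, p = 0.2, where the smallest p that 3 samples against 3 allow is 0.1). Paired by replicate number as a block, the samples differed by the same 11756 peaks on average (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). Every TGF-β1-treated sample had more reads for peak calling (12634300 or more) than every control sample (11494356 or fewer). These are uniquely mapped reads kept once per starting position, here called depth, and the total number sequenced was not used. Depth and treatment therefore cannot be told apart in a comparison of peak numbers. Over the 6 samples, the number of peaks rose with the number of reads (Pearson r = 0.838, exact permutation p = 0.0278; Spearman rho = 0.886, exact permutation p = 0.0333). At a -log10 q of at least 5, r was 0.835 (exact permutation p = 0.0319) and rho 0.771 (exact permutation p = 0.103). Without control replicates 1 and 2, the samples farthest from the median depth, r was 0.737 and rho 0.800 (exact permutation p = 0.333 for each), and the remaining 4 samples are too few to show whether the relation holds without them. A group of 3 samples is too small to test the relation within it. Control replicate 2 had fewer reads than control replicate 1 and more peaks, while in TGF-β1-treated samples the order of peaks followed that of reads. Scaled to depth, the control samples had 8746 ± 854 peaks per 1000000 reads (SD, n = 3) and the TGF-β1-treated samples 7952 ± 17.6 (SD, n = 3), which reversed the direction of the difference in means (exact two-sided permutation test, p = 0.4), although control replicate 1 was below all 3 TGF-β1-treated samples.

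**Figure D1:**
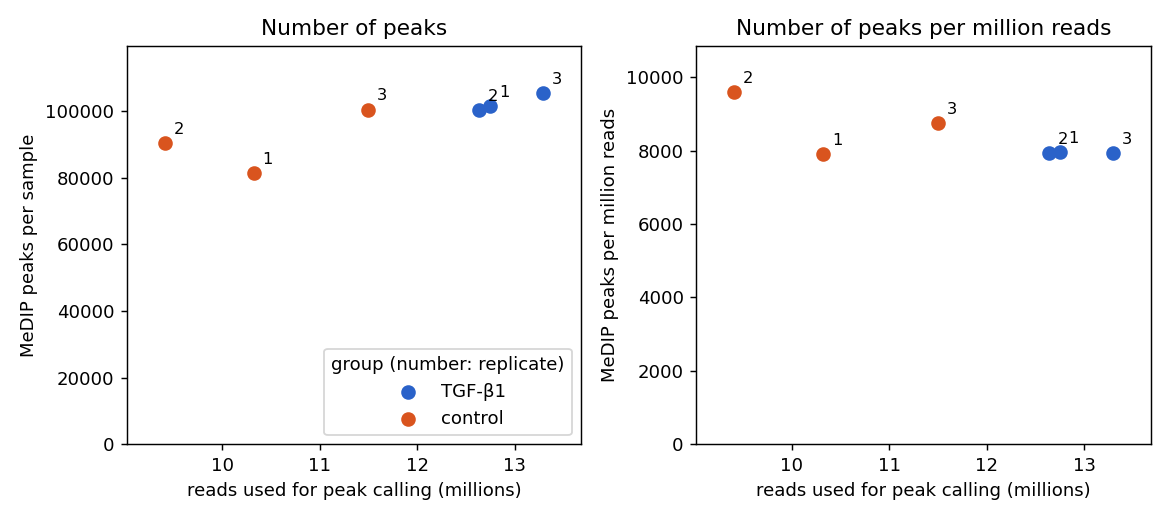
Number of MeDIP peaks per sample (left) and number of peaks per 1000000 reads (right), plotted against the reads used for peak calling. Each point is 1 sample, coloured by group and numbered by replicate. The 3 TGF-β1-treated samples lie at higher depth than the 3 control samples, and have between 7939 and 7972 peaks per 1000000 reads against 7895 to 9603 in the control samples.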

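The peak lists deposited for the replicates were joined within each group wherever peaks of different replicates overlapped by at least 1 bp. The 3 control lists gave 136679 regions, of which 49111 had a peak in all 3 replicates, 36321 in 2 replicates and 51247 (37.5%) in 1 replicate. The 3 TGF-β1-treated lists gave 146799 regions, of which 63322 had a peak in all 3 replicates, 32777 in 2 replicates and 50700 (34.5%) in 1 replicate. These numbers have no replicate error, since each is 1 number per group. When a region had to have peaks in at least 2 replicates, 85432 regions remained in control and 96099 in TGF-β1-treated samples. Peaks called on the pooled reads of a group were not used here.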

After merging the replicate samples, however, we found 200,097 peaks in the control and 207,163 peaks in TGF-β1-treated samples. 

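Of a sample's peaks, 81.3% ± 2.90 (SD, n = 3) in control and 83.5% ± 1.90 (SD, n = 3) in TGF-β1-treated samples overlapped by at least 1 bp a peak of at least 1 other replicate of the same group. The difference of 2.24 percentage points was below the control SD and above the TGF-β1 SD (exact two-sided permutation test, p = 0.4). Paired by replicate number as a block, it was 2.24 percentage points as well (exact sign-flip test, p = 0.5). Requiring that at least 50% of both peaks overlap lowered the shares to 79.5% and 82.1%.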

Most of the peaks in the biological replicates overlapped with the merged peaks. Thus, we determined that the data may not be saturated and selected data for the next differential analysis. The peaks from the TGF-β1-treated and control samples were then merged as candidate differentially methylated regions (CDMRs). The reads were counted for each of the CDMRs, and the DESeq R Bioconductor package (Anders and Huber, 2010) was used to identify CDMRs with a FDR < 0.01 and | log_2_ FC| >2 as final differentially methylated regions (DMRs).

Read distributions were normalized using the Reads Per Kilobase per Million (RPKM) mapped reads strategy in 100 bp bins, followed by the analysis of the immunoprecipitation-based DNA methylome using a method based on a Bayesian deconvolution strategy (Down et al., 2008). A prior report (Chavez et al., 2010) demonstrated that this normalization strategy improves the correlation to bisulfite sequencing data. The paired reads were not extended and were placed in bins of 100 bp across the genome. The values of each bin were used to determine the read density or read distribution on the gene element regions.

### Analysis of H3K27me3 Methylation by ChIP-Seq

Triplicate ChIP-Seq analyses were performed in each group (TGF-β1-treated and control samples) using an antibody that recognized the trimethylation of lysine 27 on histone H3 (H3K27me3). Data were processed and analyzed as described for the MeDIP data with the exception that the broad peak mode was used for peak calling. Briefly, three samples were merged from each group and peak calling was performed using MACS. The differentially methylated peaks were then identified, followed by MeDIP analysis pipelines. The distribution of reads for each H3K27me3 sample was normalized as read density values using the RPKM strategy.

### Ingenuity Pathway Analysis

Pathway analysis was performed using the Ingenuity Pathway Analysis (IPA) tool to elucidate the underlying biological function of the differentially expressed genes identified.

### Raw Data Access

All sequencing data had been deposited at NCBI Gene Expression Omnibus (GEO), and the GEO number is GSE121702.

## Results

### Gene Expression Patterns in Mesangial Cells Following TGF-β1 Stimulation

To identify the signaling pathways activated in mesangial cells following treatment with TGF-β1, changes in global gene expression were examined by NGS. We identified 5,140 genes with significantly different expression between the TGF-β1-treated and control samples (2,600 upregulated and 2,540 downregulated at a FDR of 5%). The top 10 upregulated and downregulated genes ranked by FC are shown in Table 1 (see Supplementary Table S1 for full list of DE-genes). Among these genes, *Tnfrsf11b*, *Rxfp3*, *MMP9*, *Syn1*, *IL6*, and *Megf6* are known to regulate fibrosis and inflammatory pathways. The functions of other genes listed in Table 1 remain unclear for their role in fibrosis and inflammation regulatory pathways.

**Table 1:** The top-10 DE-genes with dys-regulated expression.

Gene ID	Symbol	Log_2_ fold change
**Top 10 up-regulated genes**
NM_008764	Tnfrsf11b	17.29212337
NM_178717	Rxfp3	15.24104987
NM_013599	Mmp9	15.20316701
NM_013680	Syn1	15.10553835
NM 031168	ll6	15.01685333
NM_001162977	Megf6	15.00097206
NM_007811	Cyp26a1	14.75727491
NM_009612	Acvrl1	14.55548557
NM_153505	Nckap1l	14.54824345
NM_010188	Fcgr3	14.43942319
**Top 10 down-regulated genes**
NM-029550	Keg1	-17.01421953
NM_144834	Serpina1O	-16.53461514
NM_010074	Dpp4	-16.0033186
NM_007831	Dcc	-15.83524901
NM_001037915	Ripply1	-15.65286525
NM_028880	Lrrtm1	-15.54897139
NM_001038699	Fn3k, transcript variant 2	-15.47795143
NM_145835	Lctl	-15.37077912
NM_022014	Fn3k, transcript variant 1	-15.20434621
NM_146240	Rassf9	-15.19399183

*The list of genes with most folder changes, including up-regulated and down-regulated genes.*

To identify signaling pathways involved in kidney cell damage following TGF-β1 treatment, we conducted an IPA of the full DE-gene list, which clearly revealed the activation of the integrin, epithelial adherens junction, Wnt/β-catenin, remodeling of epithelial adherens junctions, and Rho Family GTPase signaling pathways. Other known fibrosis and inflammation-related pathways were likewise identified including RhoGDI, PI3K/AKT, TGF-β, ERK/MAPK, PTEN, mTOR, RhoA, and VEGF (Table 2). The full IPA list is provided in Supplementary Table S2.

**Table 2:** Ingenuity Pathway Analysis (IPA) for differentially expressed genes.

Rank	Ingenuity canonical pathways	-log(B-H *p*-value)	Inflammation/fibrosis related
	**Top 10 pathways**		
1	Axonal guidance signaling	8.58	
2	Superpathway of cholesterol biosynthesis	6.6	
3	Integrin signaling	6.6	Both
4	Germ cell-sertoli cell junction signaling	6.6	
5	Epithelial adherens junction signaling	6.6	Fibrosis
6	Cholesterol biosynthesis I	5.9	
7	Cholesterol biosynthesis II (via 24,25-dihydrolanosterol)	5.9	
8	Cholesterol biosynthesis III (via desmosterol)	5.9	
9	Wnt/β-catenin signaling	5.28	Both
10	Remodeling of epithelial adherens junctions	5.14	Fibrosis
	**Other important fibrosis/inflammation related pathway**		
18	Signaling by rho family GTPases	4.09	Both
33	PI3K/AKT signaling	2.53	Both
36	TGF-β signaling	2.52	Both
48	ERK/MAPK signaling	2.18	Both
49	PTEN signaling	2.18	Both
53	mTOR signaling	2.06	Both
74	VEGF signaling	1.58	Both

*IPA shows the top 10 dys-regulated pathways and other inflammation/fibrosis-related pathways with high ranking. “-log(B-H p-value) is -1 ^∗^ log(p-value) after Benjamini-Hochberg multiple hypothesis correction.”*

### Comparison of Gene Abundance Using Quintile Analysis

A separate method for identifying potential TGF-β targets among DE-genes based on the ranking of endogenous gene abundance by quintile analysis (Al Seesi et al., 2014) was also applied. The genes were sorted by the average gene expression level based on the associated FPKM values. The endogenous expression of DE-genes was then characterized, with the relationship between TGF-β1 treatment and controls determined by dividing DE-genes into expression level quintiles in which quintile 1 contained the genes with the lowest expression levels (Rank 1) and quintile 5 contained the genes with the highest expression levels (Rank 5). The ranking of all DE-genes (Rank 1–5) is shown in Supplementary Table S3.

The results of the quintile analysis in Figure 2 showed the distribution of genes with the lowest expression (bottom 20%, 1,028 genes in Rank 1) to genes with highly expressed (top 20%, 1,028 genes in Rank 5) in the control and the number of genes that moved from one rank in control to other in TGF-β1-treated samples (Rank 1 to Rank 5). The DE-genes with the most significant rank changes, including genes found in Rank 5 in the controls that appeared in Rank 1 in the TGF-β-treated samples, are listed in Table 3. Interestingly, none of the DE-genes that appeared in Rank 1 in the controls were found in Rank 5 in the TGF-β-treated samples. We listed all 10 genes from Rank 1 in the controls to Rank 4 in the TGF-β-treated samples and 5 genes from Rank 1 in the controls to Rank 4 in the TGF-β-treated samples. For example, among the genes on the list, the matrix Gla protein (Mgp) expression is reduced by TGF-β1 treatment (Zhao and Warburton, 1997). Conversely, cadherin 10 (Cdh10) acts as a biomarker of TGF-β-induced epithelial-mesenchymal transition (Johansson et al., 2015), in which TGF-β1 play important role (Xu et al., 2009). The collagens are well known to be up-regulated by TGF-β. When the genes in Table 3 were compared to the genes in Table 1, there were no overlapping genes. Interestingly, Rassf9 (RAS association domain family member 9 in Table 1) and Rasl11a (a small GTPase protein with a high similarity to Ras in Table 3) were both down-regulated significantly by TGF-β1, suggesting the involvement of Ras pathway effectors in TGF-β1 regulation. The results of the quintile analysis suggested an alternative to traditional FC analysis for exploring significant candidate genes.

**FIGURE 2:**
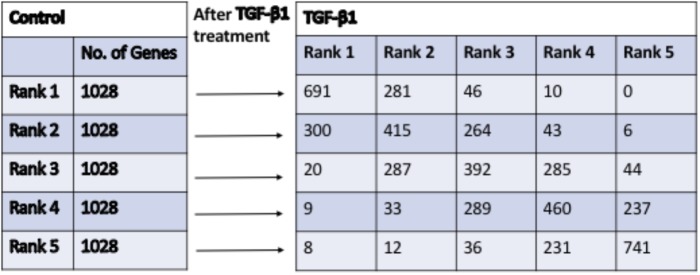
The quintile distribution of DE-genes changes after treatment with TGF-β1, in comparison to control. The genes expression levels were divided equally into 5 ranks from 1 to 5 (from low to high) in Control and TGF-β1 groups. The genes from ranks (1–5) in Control group moved into different ranks (1–5) in TGF-β1 group.

**Table 3:** Comparison of DE-genes ranking based on endogenous expression in control and TGF-β1 samples. In the up-regulated genes, all genes from Rank 2 in control to Rank 5 in TGF-β1 and from Rank 1 to Rank 4 are listed.

Gene ID	Symbol	Rank in control	Rank in TGF-β1
NM_001004174	*AA467197*	1	4
NM_053080	*Aldh1a3*	1	4
NM_009865	*Cdh10*	1	4
NM_030209	*Crispld2*	1	4
NM_177914	*Dgkk*	1	4
NM_008216	*Has2*	1	4
NM_053105	*Klhl1*	1	4
NM_027551	*Klhl30*	1	4
NM_001001985	*Nat8l*	1	4
NM_175093	*Trib3*	1	4
NM_153543	*Aldh1l2*	2	5
NM_007735	*Col4a4*	2	5
NM_016919	*Col5a3*	2	5
NM_001081437	*Fbln2*	2	5
NM_023279	*Tubb3*	2	5
NM_139298	*Wnt9a*	2	5
NM_007428	*Agt*	5	1
NM_009778	*C3*	5	1
NM_016675	*Cldn2*	5	1
NM_011339	*Cxcl15*	5	1
NM_008597	*Mgp*	5	1
NM_026864	*Rasl11a*	5	1
NM_053116	*Wnt16*	5	1

*There are no genes from Rank 1 in control to Rank 5 in TGF-β1. In the down-regulated genes, all genes with changes from Rank 5 in control to Rank 1 TGF-β1 are listed.*

### miRNA Regulatory Circuits in Response to TGF-β1

miRNAs are known to be involved in TGF-β-regulated cellular pathophysiology (Butz et al., 2012). To investigate the regulatory effects of miRNAs, the miRNA profiles were analyzed based on | log2FC| >1 and FDR < 0.05. The list of the upregulated and downregulated DE-miRNAs between the control and TGF-β-treated samples are detailed in Table 4. Established TGF-β1-regulated miRNAs were identified among these DE-miRNAs with most significant change, including miR-96, and miR-130, which are known to be regulated by TGF-β1 (Castro et al., 2014; Siu et al., 2015).

**Table 4:** The differentially regulated miRNA after TGF-β1 treatment.

miRNA	Fold change	| log2FC| >l
**Up-regulated miRNA**
mmu-miR-127-3p	2.06	1.04
mmu-miR-181a-2-3p	2.08	1.06
mmu-miR-379-5p	2.22	1.15
mmu-miR-183-3p	2.39	1.25
mmu-miR-485-5p	2.42	1.27
mmu-miR-96-5p	2.56	1.36
mmu-miR-433-3p	2.77	1.47
**Down-regulated miRNA**
mmu-miR-200a-3p	0.10	3.36
mmu-miR-3099-3p	0.16	2.66
mmu-miR-503-5p	0.20	2.33
mmu-miR-181c-3p	0.23	2.13
mmu-miR-351-5p	0.24	2.04
mmu-miR-351-3p	0.26	1.94
mmu-miR-101a-3p	0.27	1.91
mmu-miR-27a-3p	0.29	1.80
mmu-miR-26a-5p	0.36	1.48
mmu-miR-130a-3p	0.41	1.29
mmu-miR-130b-3p	0.48	1.07
mmu-miR-532-5p	0.49	1.02

### Interactive Analysis of miRNA Target Genes and miRNA

Because miRNAs can post-transcriptionally regulate target mRNAs by inducing mRNA repression and decay, only the target miRNA–mRNA pairs that exhibited opposite changes in expression were investigated. We identified 122 mRNA targets for 11 miRNAs using predicted analysis based on 3′UTR, 5′UTR and coding DNA sequence (CDS) (Supplementary Table S4).

Total 11 DE-miRNAs that significantly correlated with multiple target DE-genes are shown in Table 5 with the number of target genes. Among the down-regulated miRNAs, miR-130 (a&b) (35 target genes among 93 genes) and miR-27a (21 genes/93 genes) target most genes and are involved in the TGF-β1 pathway. The target genes are listed in Supplementary Table S4. It has been reported that miR-130a regulated the sensitivity of TGF-β1 stimulation through Smad4 and miR-130b is involved in TGF-β1 pathway by targeting TGF type I receptor (TGF-βR1) (Li et al., 2013; Koga et al., 2015). miR-27a is reported to down-regulate TGF-β1 pathway through TGF-βR1 (Nlandu Khodo et al., 2012). Among the up-regulated miRNAs, miR-96, miR-485 and miR-433 have target genes, in which miR-96 and miR-433 are related to TGF-β1 pathway (Li et al., 2013; Siu et al., 2015).

**Table 5:** The enriched DE-miRNAs and the number of target DE-genes.

miRNA	Number of predicted target genes
**Down-regulated miRNA**
mmu-miR-532	4
mmu-miR-503	1
mmu-miR-351	12
mmu-miR-27a	21
mmu-miR-26a	9
mmu-miR-200a	11
mmu-miR-130a	12
mmu-miR-130b	23
**Up-regulated miRNA**
mmu-miR-433	7
mmu-miR-96	13
mmu-miR-485	14

The strength of miRNA-target gene relationship is based on the fold change value of DE-gene (FC1)/DE-miRNA (FC2), which is used in a previous publication (Zhuang et al., 2015) (see section “Materials and Methods” for details). The top 10 target DE-genes with relationship to specific DE-miRNAs ranked according to relationship strength are shown in Table 6. Among these correlated miRNAs, miR-130 family (Castro et al., 2014) and miR-26 (Koga et al., 2015) are involved in TGF-β1 pathway. Among the correlated target DE-genes, Nox4 is known as a regulator in kidney injury process (Nlandu Khodo et al., 2012).

**Table 6:** The top-10 miRNA gene targets based on value of miRNA-gene target relationship.

miRNA family member	miRNA regulation by TGF-β	Gene symbol	Gene regulation	Relationship
mmu-miR-351-5p	Down	Tnfsf4	Up	-6.67570546
mmu-miR-485-5p	Up	Atoh8	Down	-3.93438238
mmu-miR-130b-3p	Down	Pmepal	Up	-3.76454559
mmu-miR-485-5p	Up	Clic5	Down	-3.69006107
mmu-miR-26a-5p	Down	Cd200	Up	-3.38661889
mmu-miR-130a-3p	Down	Pmepal	Up	-3.113305
mmu-miR-130b-3p	Down	Nox4	Up	-2.51621015
mmu-miR-351-5p	Down	Sema4f	Up	-2.31908499
mmu-miR-96-5p	Up	Pard3b	Down	-2.28866038
mmu-miR-130a-3p	Down	Nox4	Up	-2.08092303

*Value of relationship = log_2_FC gene/log_2_FC miRNA.*

### Analysis of DNA Methylation in Response to TGF-β1 Treatment

Epigenetic modifications are critical to the development and functioning of the kidney. However, little is known about the epigenome of renal disease. Current studies have shown that epigenetic modifications that alter gene expression play an important regulatory role in fibrogenesis during CKD (Higgins and Murphy, 2014). 

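Genomic DNA of mouse primary mesangial cells, the contractile cells between the capillaries of the kidney glomerulus, was profiled by MeDIP-seq, in which fragments carrying methylated cytosine are pulled down with an antibody and sequenced. There were 3 control samples and 3 samples given TGF-β1 at 10 ng/ml over 72 h, all cultured in medium with 25.5 mM glucose. By the authors' methods and the headers of the deposited lists, uniquely mapped reads on the mm9 mouse genome were kept once per starting position, and MACS2 called peaks in each sample separately with a q cutoff of 0.01 and without an input sample. The background of each peak was therefore estimated from the same sample, with a regional window of 10000 bp. Peak calling used 10319496, 9407103 and 11494356 reads for control replicates 1, 2 and 3, and 12748318, 12634300 and 13291419 reads for TGF-β1 replicates 1, 2 and 3. For each peak the lists give its position, its pileup (the number of extended reads over the summit, not normalized for depth), its fold enrichment over the background and its q-value. A region without a peak did not pass the threshold in that sample, which does not mean that it had no reads. The reads themselves were not used here. Peaks of the 6 samples that overlapped by at least 1 bp were joined into 170444 regions, of which 41744 (24.5%) had a peak in all 6 samples and 46532 (27.3%) in 1 sample. Over the 41744 shared regions, log2 pileup correlated between samples with r from 0.682 to 0.804, so that no pair of samples looked like the same library. Both groups carry replicate numbers from 1 to 3. Deviations from the group mean correlated with a mean r of -0.0445 between same-numbered samples (3 pairs, from -0.130 to 0.0432) and 0.0223 between differently numbered samples (6 pairs, across regions, which are not independent replicates). Deviations within a group sum to 0, so the second mean nearly follows from the first. Results with the replicate number as a block are given beside those without it.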

To investigate the regulatory effect of TGF-β1 treatment on the epigenetic regulation of mesangial cell genes, we profiled the DNA methylation levels of mesangial cell genes in the presence and absence of TGF-β.

Figure 3 shows that, globally, no significant difference between control and TGF-β1 treated samples was found at different gene elements level. Firstly, read density data was obtained by normalizing the read distribution using the RPKM mapped reads strategy in 100 bp bins (Down et al., 2008). The average read density across the entire genome was rounded up and down by 2k regions adjacent to the transcription start sites (TSS) and the transcription terminal sites (TTS) in the TGF-β-treated and control samples (Figure 3A). We also analyzed the average methylation levels across the gene elements (Figure 3B), including Up2k, Down2k, and the CDS. Both results revealed the trend of higher read densities in the TGF-β-treated group. However, the methylation features of peaks, which represent different gene elements (Figure 3C) by counting the gene peaks from each biological replicate, showed no significant differential expression across the genome. This suggests that TGF-β1 treatment does not cause significant global methylation in mesangial cells.

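The read density in bins was not used here, and the pileup at peak summits is a related measure in the same samples. Over the 41744 regions with a peak in all 6 samples, the median pileup was 24.3 ± 2.31 reads (SD, n = 3) in control and 28.3 ± 1.53 reads (SD, n = 3) in TGF-β1-treated samples (exact two-sided permutation test, p = 0.2). Per 1000000 reads of each sample, it was 2.34 ± 0.108 in control and 2.20 ± 0.0600 in TGF-β1-treated samples, a difference of the opposite direction (exact two-sided permutation test, p = 0.2). In all 3 same-numbered pairs it was lower in the TGF-β1-treated sample.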

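Each peak was assigned to a gene element by its summit, with the protein-coding transcripts of the GENCODE vM1 annotation of the same genome build. A summit in a CDS was counted there first, then in the 2 kb upstream (Up2k), the 2 kb downstream (Down2k), the untranslated regions and the introns. Intergenic peaks numbered 39892 ± 3561 (SD, n = 3) in control and 44921 ± 1279 in TGF-β1-treated samples. Peaks in introns numbered 36238 ± 3109 in control and 41156 ± 1813 in TGF-β1-treated samples. For both elements every TGF-β1-treated sample had more peaks than every control sample (exact two-sided permutation test, p = 0.1, Benjamini-Hochberg adjusted p = 0.25 over the 5 elements). At a -log10 q of at least 5, the groups overlapped for both elements (exact two-sided permutation test, p = 0.2 for each). In the CDS there were 7518 ± 2041 peaks in control and 8381 ± 778 in TGF-β1-treated samples (exact permutation p = 0.7, adjusted p = 0.7). Up2k held 2497 ± 265 peaks in control and 2807 ± 109 in TGF-β1-treated samples (exact permutation p = 0.2, adjusted p = 0.333), and Down2k 2775 ± 317 and 3110 ± 196 peaks (exact permutation p = 0.3, adjusted p = 0.375). As a share of all peaks of a sample, which takes out the total number of peaks, the CDS held 8.19% ± 1.46 (SD, n = 3) in control and 8.19% ± 0.956 in TGF-β1-treated samples, introns 40.0% ± 0.927 and 40.1% ± 0.710, and intergenic sequence 44.0% ± 0.675 and 43.8% ± 0.315. None of these 3 shares differed between the groups by more than the spread between replicates. Untranslated regions, which Fig. 3C leaves out, held 1.49% ± 0.0432 of peaks in control and 1.56% ± 0.00835 in TGF-β1-treated samples (exact two-sided permutation test, p = 0.1). In the paired comparison by replicate block, the differences were 863 peaks in the CDS (exact sign-flip test, p = 0.75), 4918 in introns, 5029 in intergenic sequence, 310 in Up2k and 335 in Down2k (exact sign-flip test, p = 0.25 for each of the 4). Assigning each peak by any overlap instead of its summit moved the CDS most, to 12897 ± 2985 peaks in control and 14559 ± 717 in TGF-β1-treated samples.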

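The peaks of a sample covered 34.4 ± 4.35 Mb (SD, n = 3) in control and 39.7 ± 1.76 Mb in TGF-β1-treated samples (exact two-sided permutation test, p = 0.2), with a mean peak length of 378 ± 8.46 bp in control and 388 ± 6.95 bp in TGF-β1-treated samples (exact two-sided permutation test, p = 0.3). The median fold enrichment of peaks over the local background was 6.28 ± 0.0487 in control and 6.13 ± 0.0312 in TGF-β1-treated samples. It was lower in each of the 3 TGF-β1-treated samples than in every control sample (exact two-sided permutation test, p = 0.1, the smallest possible). Same-numbered pairs, taken as a block, gave mean differences of 5379276 bp in covered length, 9.49 bp in mean length and -0.149 in median fold enrichment (exact sign-flip test, p = 0.25 for each). The similarity of peak sets was measured by the Jaccard index, the length covered in both samples of a pair over the length covered in either. The index ranged from 0.429 to 0.541 over all pairs of samples, and its mean was lower within groups than between groups by a small margin (difference -0.00205). Leaving out same-numbered pairs, as the replicate block does, gave -0.00454. The share of peaks on each of 21 chromosomes separated the groups on 6 chromosomes (exact two-sided permutation test, p = 0.1 on each, smallest Benjamini-Hochberg adjusted p = 0.35), with the widest difference, -0.375 percentage points, on chromosome 8. Within the replicate block, all 3 paired differences had the same sign on 8 chromosomes. Every TGF-β1-treated sample also had more reads than every control sample, and none of these values was corrected for that. A treatment difference in fold enrichment or in chromosome share therefore cannot be told apart from one in depth. From the absence of a significant difference in the number of peaks over gene elements, the paper proposes that TGF-β1 treatment does not cause significant global methylation in these cells.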

**FIGURE 3:**
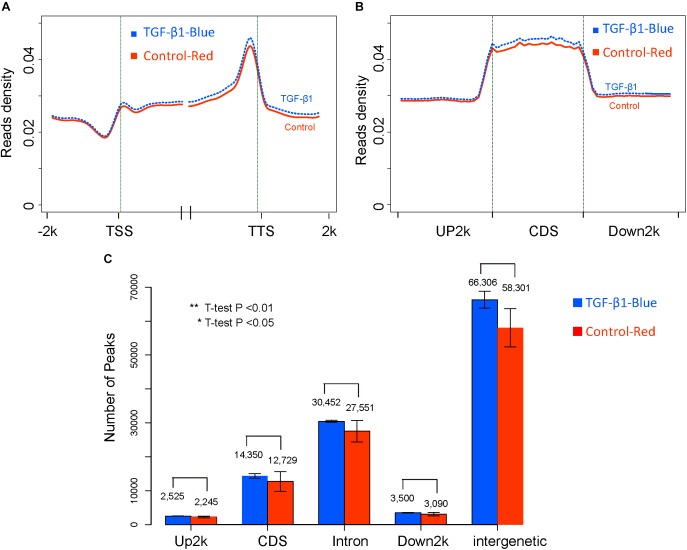
The global DNA methylation level between control and TGF-β1 samples. **(A)** The reads density in transcription start sites (TTS) and transcription termination sites (TTS). **(B)** The reads density across gene elements, including up2k, down2k and Coding DNA Sequencing (CDS). **(C)** The distribution of peaks through different gene elements.

Next, we focused on modifications in the methylation of individual genes in response to TGF-β1 treatment, and identified 97 differentially methylated (31 hypermethylated and 66 hypomethylated) genes between the TGF-β1-treated and control groups (Supplementary Table S5). It is known that DNA methylation is an important epigenetic mechanism involved in the control of gene expression. Accordingly, we investigated how TGF-β1 targets specific genes by regulating DNA methylation by comparing DE-genes and methylated genes.

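The paper counted reads per merged region and tested the counts. The deposited lists hold no reads of regions that were not called, so the pileup of the peaks was tested here. In the 41744 regions with a peak in all 6 samples, log2 pileup, centred on each sample's median, was compared by limma with Benjamini-Hochberg adjustment. At the thresholds of the paper's methods (adjusted p below 0.01 and absolute log2 fold change above 2), 0 regions differed, and the smallest adjusted p was 0.677. At an adjusted p below 0.01 and an absolute log2 fold change above 1, it was 0 regions as well. A region enters this test only with a peak in every sample, and a large drop would remove it. To stay at or above 10 reads, the highest of the lowest pileups called in the samples, a region needs 40 reads in the higher group for a 4-fold difference and 20 reads for a 2-fold one. The mean pileup of a group reached 40 reads in 6965 regions (16.7%) and 20 reads in 37915 regions (90.8%), so that in most regions the filter leaves little room for a difference at the first thresholds. At an unadjusted p below 0.05, 1744 regions (4.18%) passed, 818 higher and 926 lower in TGF-β1-treated samples. That share is no larger than this threshold would pass on average if no region differed. Scaled by reads in place of the median, 2599 regions passed, 212 higher and 2387 lower. Among regions called in at least 3 samples, 2570 were higher and 1427 lower. The balance of directions thus depends on the processing. With the replicate number as a block, 0 regions passed and 1533 had an unadjusted p below 0.05. The widest log2 fold change was 1.03, on chromosome 5 from 62693719 to 62694144, 299745 bp from the nearest protein-coding gene, Arap2 (standard error 0.203, limma adjusted p = 0.677). Pileups there were 16, 16 and 18 in the control samples and 40, 41 and 38 in the TGF-β1-treated samples. With fold enrichment in place of pileup, the log2 fold change of this region was 0.986 (limma adjusted p = 0.041). The next regions by p that were higher after treatment lay on chromosome 15 from 82359986 to 82360506, near Gm5806 (log2 fold change 1.01), and in coding exon 5 of Ugt1a10 on chromosome 1 from 90114433 to 90114990 (log2 fold change 0.75). Where a summit lay within several overlapping genes, only the gene with the lowest start position was named, so a region may belong to other genes too. The regions with the smallest p that were lower after treatment lay in introns of Cdc5l (chromosome 17, 45536952 to 45537387, log2 fold change -0.84), Dcun1d2 (chromosome 8, 13280643 to 13281088, log2 fold change -0.64) and Oscp1 (chromosome 4, 125737529 to 125738300, log2 fold change -0.87). These 5 regions had a limma adjusted p of 0.999. Including the 98681 regions called in at least 3 samples, with uncalled samples set to the lowest pileup of that sample, also gave 0 regions at the thresholds, under the same lowest pileup, with 10 regions above an absolute log2 fold change of 2. In the paper's Supplementary Table S5, the absolute log2 fold change of the 97 entries ranges from 1.00 to 2.08, and 1 entry, Zbtb4, is above 2. Of the 97 entries, 95 were matched to the annotation, and 2 of them are the same gene, Nfat5. The 31 hypermethylated genes held 57 regions with a peak in all 6 samples, of which 1 had an unadjusted p below 0.05. The 63 matched hypomethylated genes held 99 such regions, of which 1 had an unadjusted p below 0.05.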

### Integrative Analysis of DNA Methylated Genes and DE-Genes

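All 32 genes with both methylation and expression changes in the paper were found in the GENCODE vM1 annotation, and peaks were counted within 2 kb of each gene. Among the 9 genes that the paper lists as hypermethylated after TGF-β1 treatment, the mean number of peaks was higher in TGF-β1-treated samples for 6, lower for 1 and equal for 2. Among the 23 genes listed as hypomethylated, it was lower in TGF-β1-treated samples for 7, higher for 12 and equal for 4. A region called in at least 2 more samples of the group with the higher methylation in the paper was found in 5 of the 9 and 6 of the 23 genes, and a region with the opposite excess in 4 of the 9 and 11 of the 23 genes. A region called in all 3 samples of the group with the higher methylation in the paper, and in no sample of the other, was found in 1 of the 9 and 2 of the 23 genes, and one with the opposite pattern in 0 of the 9 and 1 of the 23 genes (Hspa12a). The 9 genes held 21 regions with a peak in all 6 samples and the 23 genes held 26, and the smallest limma adjusted p was 0.999 in both sets. These numbers of peaks were not corrected for the unequal depth of the groups.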

The integrated analysis of DNA methylation and DE-genes identified 32 genes (Table 7) with significant changes in their methylation status and gene expression measures (methylated DE-genes). Because DNA methylation can repress gene transcription, genes with altered DNA methylation and mRNA expression (negatively correlated) in the TGF-β1-treated compared to the control samples were retained for downstream analysis (Table 7). 

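Among the 5 hypermethylated genes whose expression fell in the paper (Ppl, Col4a1, Vps9d1, Klf7 and Adgra2), the mean number of peaks was higher in TGF-β1-treated samples for 4 and lower for 1. Among the 12 hypomethylated genes whose expression rose, it was lower in TGF-β1-treated samples for 4, higher for 6 and equal for 2. A region called in at least 2 more samples in the paper's direction was found in 3 of the 5 and 3 of the 12 genes, and one in the opposite direction in 2 of the 5 and 6 of the 12 genes. The unequal depth of the groups was not corrected for here either.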

Seventeen genes exhibiting a negative correlation between gene expression and DNA methylation of DMR were identified. Among the 17 genes, 5 were downregulated and hypermethylated and 12 were upregulated and hypomethylated.

**Table 7:** Integrative analysis between DNA methylation and DE-genes.

Gene ID	Symbol	Gene expression fold change	Methylation fold change
**Positively correlated**		
NM_016687	*Sfrp4*	-4.59	-1.07348337
NM_026257	*Ubxn11*	-3.457	-1.03471761
NM_175199	*Hspa 12a*	-3.145	-1.46219747
NM_013460	*Adrald*	-2.851	-1.38134037
NM_008714	*Notch 1*	-1.568	-1.53733423
NM_009359	*Tex9*	-1.225	-1.12112261
NM_010806	*Afdn*	-0.776	-1.51548783
NM_146155	*Ahdd*	-0.726	-1.03777499
NM_029348	*Zbtb4*	-0.64	-2.07882427
NM_178878	*Hadha*	-0.555	-1.40843417
NM_173741	*Wdr24*	-0.537	-1.08835819
NM_133740	*Prmt3*	0.522	1.27886894
NM_001008421	*Nol10*	0.62	1.34590795
NM_008084	*Gapdh*	0.836	1.51507841
NM_007400	*Adam12*	3.106	1.18884493
**Negatively correlated**		
NM_008909	*Ppl*	-3.537	1.02814109
NM_009931	*Col4a1*	-1.111	1.18884493
NM_028200	*Vps9d1*	-0.89	1.32210035
*NM_033563*	*Klf7*	-0.633	1.48896494
NM_054044	*Adgra2*	-0.392	1.62011388
NM_009211	*Smarcd*	0.608	-1.04303283
NM_172585	*Larp4b*	0.608	-1.47577455
NM_001081321	*Pds5a*	0.644	-1.03048504
NM_024452	*Luzp1*	0.747	-1.27570871
NM_178661	*Creb3l2*	0.837	-1.08859245
NM_024472	*Cptp*	0.862	-1.27774791
NM_177644	*Rasal2*	1.228	-1.14013994
NM_144515	*Zfp52*	1.257	-1.33247327
NM_028778	*Nuak2*	1.581	-1.20811393
NM_153287	*Csrnp1*	1.748	-1.30599888
NM_026473	*Tubb6*	1.983	-1.15399286
^∗^NM_008120	*Gja4*	3.703	-1.38683764

*The DE-gene with methylation are listed to show the gene expression is related to methylation, including the gene expression with both positive and negative correlation to DNA methylation. A scatter plot graph shows these genes based on gene expression level and methylation status fold (Figure 4).*

**FIGURE 4:**
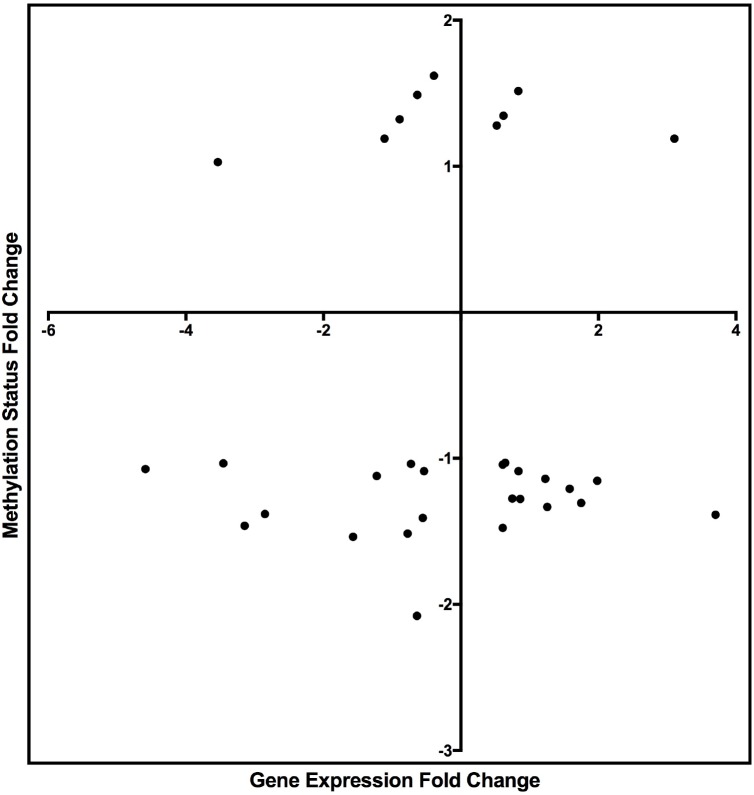
Scatter plot graph of the genes listed in Table 7 by fold change of gene expression and DNA methylation.

Literature searches were performed for each methylated DE-gene exhibiting a negative correlation to identify the genes that were reportedly regulated by TGF-β. Among the negatively correlated genes, KLF7 expression is regulated by TGF-β, reported by previous study (Wang et al., 2016). The downregulation of KLF7 was likewise negatively associated with DNA hypermethylation, suggesting that DNA methylation plays an important role in KLF7 expression. 

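Klf7 lies on the minus strand of chromosome 1 of mm9, from 64076021 to 64168856. Within 2 kb of the gene, 5, 4 and 7 peaks were called in control replicates 1, 2 and 3, and 9, 8 and 7 peaks in TGF-β1 replicates 1, 2 and 3. The mean was 5.33 ± 1.53 peaks (SD, n = 3) in control and 8.00 ± 1.00 in TGF-β1-treated samples (exact two-sided permutation test, p = 0.2), at the unequal depths of the groups. Paired by replicate block, the difference was 2.67 peaks (exact sign-flip test, p = 0.5). It was 2.33 peaks at a fold enrichment of at least 5 and 3.00 peaks at a -log10 q of at least 5 (exact two-sided permutation test, p = 0.1 for each, the smallest possible). The peaks fell into 11 regions. One region in intron 1 was called in all 3 TGF-β1-treated samples and no control sample, with pileups of 13, 18 and 27 reads. Of the other regions, 1 in exon 3 and 1 more in intron 1 were called in 2 TGF-β1-treated samples and no control sample. A region in intron 2 had the opposite excess and was called in all 3 control samples (pileups of 21, 19 and 12 reads) and in TGF-β1 replicate 3 (19 reads). The 3 regions called in all 6 samples had log2 fold changes between -0.29 and 0.17 (limma, smallest adjusted p = 0.999).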

The results also indicated that the expression of Gja4, or connexin-37, was upregulated by TGF-β, which is consistent with other prior reports (Ota et al., 2002; Jose et al., 2011). Further, the DNA hypomethylation in Gja4 suggested that methylation plays a critical role in the negative regulation of Gja4 expression.

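Gja4 lies on the minus strand of chromosome 4 of mm9, from 126988665 to 126991283. Within 2 kb of the gene, 1, 2 and 3 peaks were called in control replicates 1, 2 and 3, and 2, 2 and 1 peaks in TGF-β1 replicates 1, 2 and 3. The mean was 2.00 ± 1.00 peaks (SD, n = 3) in control and 1.67 ± 0.577 in TGF-β1-treated samples (exact two-sided permutation test, p = 1). As a replicate block, the 3 pairs differed by -0.333 peaks on average (exact sign-flip test, p = 1). At a fold enrichment of at least 5 the groups differed by 0 peaks, and without control replicate 3 by 0.167 peaks. The 1 region called in all 6 samples lies beyond the 3′ end of the gene and had a log2 fold change of -0.32 (limma, adjusted p = 0.999).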

To investigate the methylation status further, the DMR of the TGF-β-regulated genes KLF7 and Gja4 were analyzed to determine potential differences in the methylated regions of the genes following TGF-β treatment. Based on a comparison of the read density distributions across the DMR-labeled KLF7 and Gja4 genes between the TGF-β-treated and control samples, we found the hypomethylation in the second exon of Gja4 in the TGF-β-treated sample (Figure 5A), whereas the methylation in the second exon of KLF7 was markedly increased (Figure 5B).

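In the boxed window of Fig. 5A, read by eye to 0.1 kb, a peak was called in control replicate 3 and in no other sample, so in 1 of 3 control and 0 of 3 TGF-β1-treated samples (Fisher's exact test, two-sided, p = 1). This peak lies on chromosome 4 of mm9 from 126989748 to 126990188, in the coding part of exon 2 of Gja4 (exon 2 spans 126988665 to 126990229, its coding sequence 126989214 to 126990212). Its pileup was 18 reads, its fold enrichment 4.52 and its -log10 q 6.68. Of the 5700 peaks of that sample with the same pileup, 9.44% were called in no other sample. It holds 27 CpG dinucleotides in 441 bp. A neighbouring region of exon 2 was called in 2 control and 2 TGF-β1-treated samples. In the boxed window of Fig. 5B, a peak was called in TGF-β1 replicate 1 and in no other sample, so in 0 of 3 control and 1 of 3 TGF-β1-treated samples (Fisher's exact test, two-sided, p = 1). This peak lies on chromosome 1 from 64125628 to 64125931, over the 5′ end of exon 2 of Klf7 (64125279 to 64125908), with its summit in coding sequence. Its pileup was 18 reads, its fold enrichment 6.44 and its -log10 q 9.95. Of the 5947 peaks of that sample with the same pileup, 9.64% were called in no other sample. The peak holds 11 CpG dinucleotides in 304 bp. With the replicate number as a block, the mean paired difference in the presence of a peak was -0.333 for Gja4 and 0.333 for Klf7 (exact sign-flip test, p = 1 for each). With 1 of 6 samples carrying a peak in each window, neither Fisher's test nor the sign-flip test can give any other p. They therefore decide nothing about the treatment. A difference in pileup between the groups could not be computed.

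**Figure D2:**
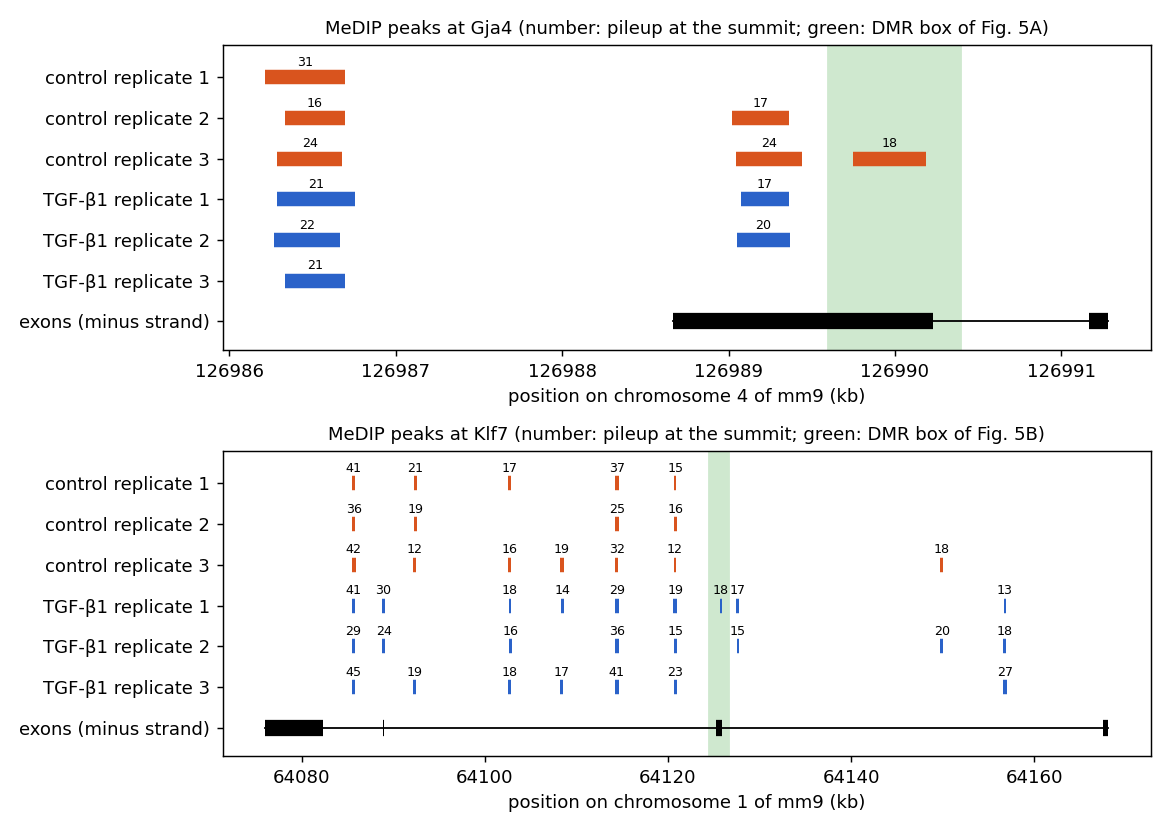
MeDIP peaks of each sample (bars) at Gja4 and Klf7 by position on mm9 in kb, with the pileup in reads over each peak, the exons in black and the window boxed in Fig. 5 in green. Within the green window a single bar is seen for each gene, in control replicate 3 for Gja4 and in TGF-β1 replicate 1 for Klf7, each with a pileup of 18.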

**FIGURE 5:**
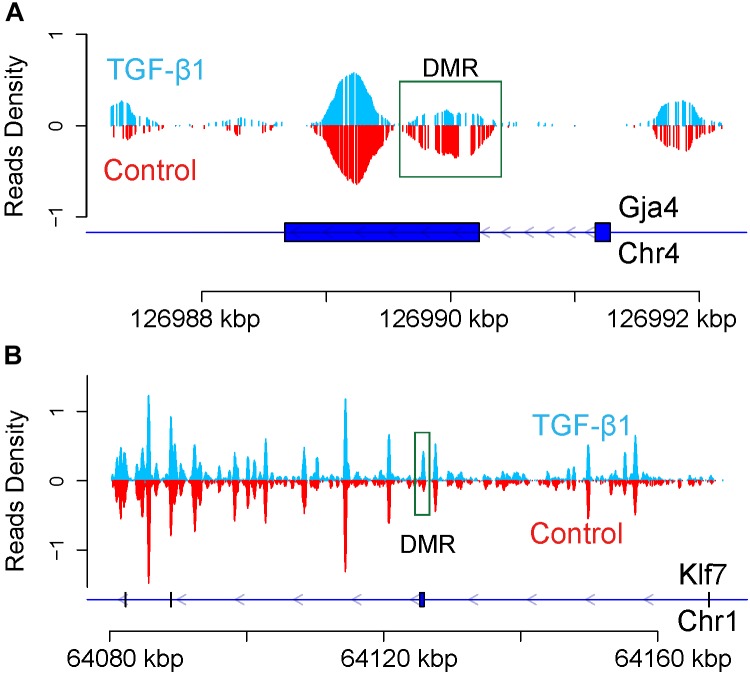
Enrichment of DNA methylation of Gja4 **(A)** and KLF7 **(B)** in regulatory gene region. The blue line represents the gene. The blue box represents CDS. Arrow represents the transcription direction.

### Pathway Analysis Based on Methylated DE-Genes

To identify the signaling pathways involved in TGF-β1-regulated methylation, the methylated DE-genes were analyzed by IPA (Supplementary Table S6). The results of the top 5 pathway analysis (Table 8) demonstrated that “epithelial adherens junction signaling” was the top pathway, suggesting that cell adherence is regulated by DNA methylation in mesangial cells following TGF-β1 treatment. 

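The top pathway rests on Notch1, Afdn and Tubb6. Within 2 kb of Notch1 on chromosome 2, 4.33 ± 1.53 peaks (SD, n = 3) were called in control and 5.33 ± 0.577 in TGF-β1-treated samples (exact two-sided permutation test, p = 0.5). The paired difference by replicate block was 1.00 peaks (exact sign-flip test, p = 0.75). Afdn on chromosome 17, named Mllt4 in the annotation, had 11.3 ± 1.15 peaks in control and 12.7 ± 1.53 in TGF-β1-treated samples (exact two-sided permutation test, p = 0.4; 1.33 peaks in the replicate block, exact sign-flip test, p = 0.25). Its 8 regions called in all 6 samples had log2 fold changes between -0.21 and 0.29 (limma, smallest adjusted p = 0.999). The paper's log2 fold change in methylation is -1.54 for Notch1 and -1.52 for Afdn. Peaks were counted over whole genes at the unequal depths of the groups, while the paper's values rest on read counts in merged regions.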

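No peak was called within 2 kb of Gapdh (chromosome 6 of mm9, 125111871 to 125116485) in any of the 6 samples, so the peak lists give no value for a change in its methylation, and reads that were not called as a peak were not used here.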

Other pathways identified included nicotinamide adenine dinucleotide (NADH) repair, ketolysis, ketogenesis, and the mevalonate pathway. Among these methylated DE-genes in these pathways, tubulin beta 6 (TUBB6) expression was negatively correlated to DNA methylation. 

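Tubb6 lies on chromosome 18 of mm9 from 67550371 to 67562402. Within 2 kb of it, 1, 0 and 1 peaks were called in control replicates 1, 2 and 3, and 1 peak in each TGF-β1-treated sample (exact two-sided permutation test, p = 1). The mean paired difference in the replicate block was 0.333 peaks, and it was 0 at a fold enrichment of at least 5. These peaks fell into 2 regions, neither of them called in all 6 samples. The paper's log2 fold change in methylation is -1.15. It rests on read counts in a merged region, while the peaks were counted over the whole gene at unequal depths.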

Tubulin proteins also participate in the TGF-β signaling pathway and are involved in the fibrotic process (Chilosi et al., 2017). Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha (HADHA) was also listed among the top pathways (Table 8), which was consistent with a recent study showing that HADHA is involved in the development of type II diabetes via TGF-β regulation (Bohm et al., 2016). Our data indicated that HADHA may participate in TGF-β1-induced diabetes and is associated with DNA methylation that results in positive regulation. 

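Hadha lies on the minus strand of chromosome 5 of mm9 from 30444841 to 30481702. Within 2 kb of it, 2, 3 and 2 peaks were called in control replicates 1, 2 and 3, and 3 peaks in each TGF-β1-treated sample (exact two-sided permutation test, p = 0.4). The mean paired difference in the replicate block was 0.667 peaks (exact sign-flip test, p = 0.5), and at a fold enrichment of at least 5 the groups differed by 0 peaks. Its 2 regions called in all 6 samples had log2 fold changes of 0.13 and 0.18 (limma, smallest adjusted p = 0.999). The paper's log2 fold change in methylation is -1.41. That value is from read counts in a merged region, and the number of peaks over the whole gene was not corrected for depth.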

Generally, these data indicate that DNA methylation regulates several key genes that are involved in the TGF-β-induced kidney injury process.

**Table 8:** Ingenuity Pathway Analysis pathway analysis of DE-genes with DNA methylation.

Ingenuity canonical pathways	-log(B-H *p*-value)	DE-genes
Epithelial adherens junction signaling	2.82	NOTCH1,AFDN,TUBB6
NADH repair	2.31	GAPDH
Ketogenesis	1.89	HADHA
Ketogenesis	1.79	HADHA
Mevalonate pathway I	1.71	HADHA

### Analysis of H3K27me3 Methylation in Response to TGF-β Treatment

Trimethylated H3K27 (H3K27me3) has been linked to gene repression (Dong and Weng, 2013) and is regulated by TGF-β1 (Estaras et al., 2013). However, controversial results have revealed an opposing role of H3K27me3 in kidney fibrosis (Siddiqi et al., 2016; Zhou et al., 2016). To clarify the modification of H3K27me3 in response to TGF-β1, we normalized read distributions into read densities using the method applied in the DNA methylation study. The average read density of H3K27me3 levels was then analyzed across the entire genome in regions adjacent to TSS and TTS (Figure 6A), and in the Up2k, Down2k, and CDS gene elements (Figure 6B), which revealed that TGF-β1 treatment might reduce H3K27me3 levels in the genome. We then explored the peak distributions on different gene elements in each biological replicate and found significant differences in the peak numbers (Figure 6C). Our results suggest a significant reduction in H3K27me3 levels following TGF-β treatment, which is consistent with previous reports (Zhou et al., 2011). Next, we focused on the analysis of individual genes exhibiting H3K27me3 modifications to identify the key genes regulated by histone modification.

**FIGURE 6:**
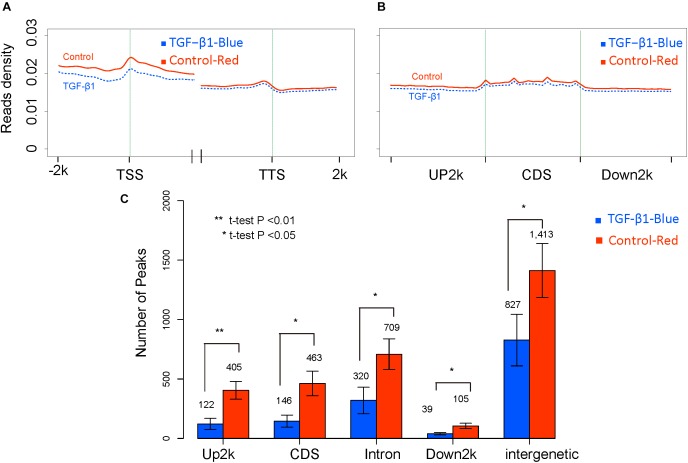
The global H3K27me3 modification level between control and TGF-b samples. **(A)** The reads density in transcription start sites (TTS) and transcription termination sites (TTS). **(B)** The reads density across gene elements, including up2k, down2k and Coding DNA Sequencing (CDS). **(C)** The distribution of peaks through different gene elements.

### Integrative Analysis Between H3K27me3 Modified Genes and DE-Genes

An analysis of differentially histone methylation regions (DHMRs) identified 40 genes with differential H3K27me3 modification, including 7 genes that were hypermethylated and 33 genes that were hypomethylated after TGF-β treatment (Supplementary Table S7). After analyzing the relationship between H3K27me3 levels and gene expression, 15 DE-genes with DHMRs were identified (Table 9). Based on a negative correlation analysis, we identified 6 DE-genes with H3K27me3 modification in the TGF-β treatment group, one of which was downregulated and hypermethylated and others that were upregulated and hypomethylated.

**Table 9:** Integrative analysis between H3K27me3 modification and DE-genes.

Gene ID	Symbol	Gene expression fold change	H3K27me3 fold change
**Positively correlated**		
NM_010074	Dpp4	-16.003	-1.34722077
NM_172463	*Sned1*	-6.257	-1.16715932
NM_008259	*Foxa1*	-5.241	-1.82107269
NM_175473	*Fras1*	-5.204	-1.19562114
NM_021331	G6pc2	-4.957	-1.10028594
NM_010501	*Ifit3*	-4.716	-1.78884336
NM_028894	*Lonrf3*	-4.574	-1.54787003
NM_001025570	*Prrx1*	-2.683	-1.28457282
NM_001163098	*Tchh*	-1.47	-1.43213155
**Negatively correlated**		
NM_031176	*Tnxb*	-3.899	1.30043346
NM_007467	*Aplp1*	1.128	-1.05803508
NM_010118	*Egr2*	1.409	-1.99831957
NM_025980	*Nrarp*	5.588	-1.96283384
NM_001008793	Whrn	12.943	-2.75133723
NM_021279	*Wnt1*	13.997	-1.10023151

*The DE-gene with H3K27me3 modification are listed to show the gene expression is related to H3K27me3, including the gene expression with positive and negative correlation to H3K27me3. A scatter plot graph shows these genes based on gene expression level and methylation status fold (Figure 7).*

**FIGURE 7:**
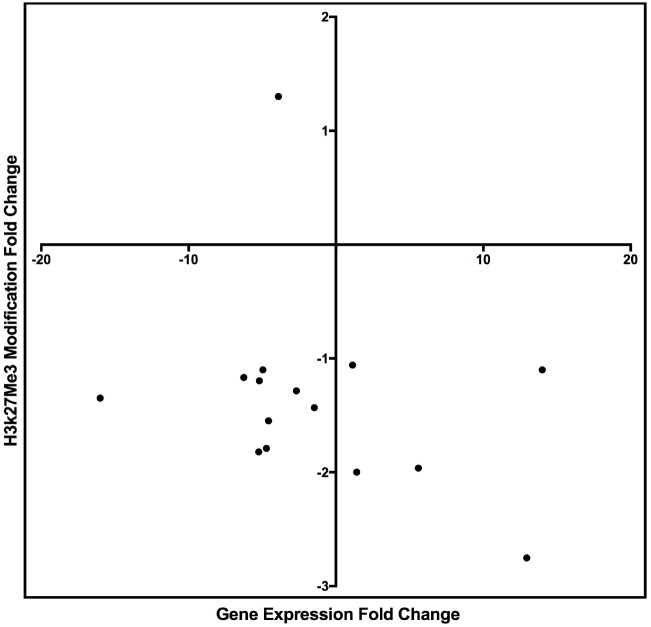
Scatter plot graph of the genes listed in Table 9 by fold change of gene expression and H3K27me3 modification.

Tenascin XB (TNXB), which could be linked to the activation of TGF-β1 (Alcaraz et al., 2014), was the only DE-gene that was downregulated and hypermethylated (Table 9). The remainder of the DE-genes that were upregulated and hypomethylated following TGF-β1 treatment included amyloid-like protein 1 (APLP1), early growth response 2 (EGR2), NOTCH regulated ankyrin repeat protein (NRARP), Whrn, and WNT1 (Table 9). WNT1 is a known fibrotic regulator in TGF-β1-induced pathogenesis (He et al., 2009). Together, our data suggested that TGF-β1-induced Wnt1 expression is regulated by hypomethylated H3K27me3, which acts as a novel mechanism for the Wnt signaling pathway during TGF-β1-regulated mesangial cell damage. These findings are consistent with a previous publication showing the enrichment of histone H3K27 methyltransferase Ezh2 on Wnt genes, which regulated Wnt/β-catenin signaling (Wang et al., 2010). Enhancer of zeste homolog 2 (Ezh2) is the histone methyltransferase of the polycomb repressive complex 2 catalyzing histone H3 lysine 27 tri-methylation (H3K27me3). Deletion of Ezh2 eliminates H3K27me3 and derepresses *Wnt* expression.

The H3K27me3 peak distribution in the regulatory region of TNXB and WNT1 is shown in Figure 8. We found hypermethylated H3K27me3 peaks in TNXB after TGF-β1 treatment compared to control samples (Figure 8A) and hypomethylated H3K27me3 on WNT1 in TGF-β1-treated samples (Figure 8B). Due to the limited number of genes (12 genes), however, it was not feasible to proceed to a pathway analysis.

**FIGURE 8:**
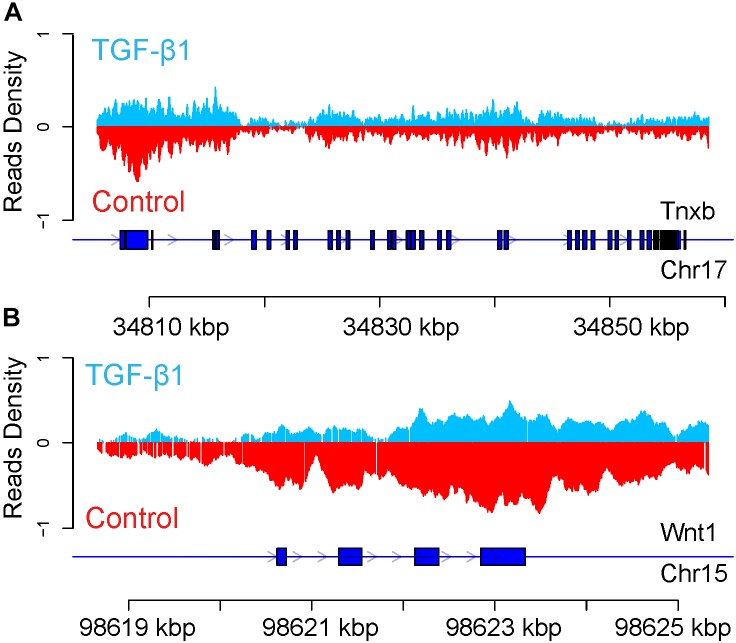
Enrichment of H3K27me3 modification of Tnxb **(A)** and Wnt1 **(B)** in regulatory gene region. The blue line represents the gene. The blue box represents CDS. Arrow represents the transcription direction.

More interestingly, the comparison of the list of differentially methylated genes between DNA methylated (Table 7) and H3K27me3 modified (Table 9) revealed no overlapping genes, suggesting that TGF-β1 induced a singular epigenetic change between DNA methylation and H3K27me3 modification.

## Discussion

This study combined NGS-based discovery and characterization, which enabled integrative transcriptome, small RNA, and epigenomic analyses across all genetic variations according to the following framework: (i) complementary functional analyses, which facilitated the identification and validation of novel regulators and genes involved in signaling pathways activated during kidney injury; and (ii) integrative analyses between miRNAs, RNAs, DNA methylation, and H3K27me3 modification to explore the mechanistic regulation of gene expression.

The cytokine TGF-β1 plays critical roles in kidney development and inflammation. However, relying on traditional microarray screening during different disease states to identify potential regulators has resulted in the identification of only a limited number of target genes. Moreover, epigenetic modifications and corresponding downstream signaling proteins cannot be identified by investigating the functions of single genes. To overcome these limitations, we constructed the first global cellular characterization at various molecular levels, to identify genomic sequences and signatures in kidney cells that are unique to TGF-β1. Thus, this work is a first empirical characterization of the mechanisms through which 3 days of TGF-β exposure alters gene expression. Future work, both experimental and theoretical, is required to uncover the underlying genetic networks.

Mesangial cells constitute the central stalk of the kidney glomerulus. Accordingly, mesangial pathology plays a central role in several kidney diseases that are recognized as major health burdens worldwide. Our work based on TGF-β1 as a master regulator of kidney mesangial cell injury will help identify additional candidate regulators, which facilitate the development of improved strategies for the treatment of tissue fibrosis in other organs, in turn, to enhance disease prevention and drug discovery efforts on a global scale.

Based on the expression patterns detected, we generated a cellular characterization that linked transcriptional factors, small RNA, and epigenetic factors. First, it was critical to identify genes that were altered in response to TGF-β1 treatment, recognizing that the simple FC in gene expression yields under representative data that does not accurately reflect the importance of some genes. Conversely, determining the highly expressed endogenous genes in control cells that exhibited reduced expression following TGF-β1 treatment was more informative. Similarly, the genes with low expression levels in control cells that were highly expressed in TGF-β1-treated samples were also potential candidates in the regulation of TGF-β1-induced damage.

The principal advantage of the miRNA-RNA target relationship was a reduction in the large number of predicted targets following the use of miRNA target analysis tools. Although we were unable to identify the direct targets affected by inhibition of translation inhibition, we were able to identify the gene targets based on mRNA expression levels. It is known that miRNAs repress the 3′UTR of target genes at the translational level. Theoretically, miRNA upregulation inhibits the expression of target genes; thus, the downregulation of miRNA might conversely induce the expression of target genes. To narrow the target gene selection, we compared the predicted target genes to the gene expression patterns to identify the upregulated and downregulated target genes, which enabled us to construct a gene expression map that demonstrated the expression levels of genes in response to TGF-β1, providing a useful tool for more informative gene selection. Therefore, this project focused on the repressive transcription function of miRNA. More recent evidence reports a more regulatory function of miRNA involved in guided gene regulation (Catalanotto et al., 2016).

The quintile classification of endogenous DE-gene expression demonstrated an alternative analysis method to FC. Using quintile classification, we noted that a series of DE-genes that exhibited a significant change in endogenous distribution were involved in TGF-β regulation. Conversely, cadherin 10 (Cdh10), which acts as a biomarker of TGF-β-induced epithelial-mesenchymal transition (Johansson et al., 2015), exhibited low expression levels (Rank 1) in control samples, but was highly expressed (Rank 4) following TGF-β treatment. Another example is Trib3, a known promoter of TGF-β induced fibrosis (Tomcik et al., 2016), which likewise exhibited low expression levels (Rank 1) in control samples, but was highly expressed (Rank 4) following TGF-β treatment.

DNA methylation is known to be regulated by TGF-β1 in different cell lines. However, the number of altered genes that are regulated by DNA methylation remains unclear. Generally, DNA methylation induces gene silencing. To determine the critical function of DNA methylation in gene expression, we compared the genes exhibiting DNA methylation to negatively correlated DE-genes regarding expression level. Interestingly, we identified several DE-genes that play important roles in the development of TGF-β1-regulated fibrosis via DNA methylation. However, many DE-genes exhibited a positive correlation to DNA methylation, suggesting that other transcriptional factors influence final gene expression levels. Our data showed the expression level of KLF7 and Gja4 are linked to DNA methylation, suggesting that this is the main mechanism through which TGF-β1 regulates these two genes. Further experiments will be designed to assay DNA methylation level in the DMR, including the promoter activity in response to TGF-β1.

Histone modification is another important regulatory factor that contributes to kidney injury. EZH2 induces the expression of H3K27me3, which, in turn, regulates the development of kidney fibrosis. However, recent studies have shown an opposing function of H3K27me3. Our results demonstrated that the overall H3K27me3 expression level was altered following TGF-β1 treatment compared to control samples. The gene expression map was also compared to the genes exhibiting H3K27me3 modifications. Interestingly, the recognized fibrotic factor wnt1 was induced by TGF-β1 corresponding to H3K27me3 modification, which suggested that H3K27me3 may play an important role in kidney fibrosis. Further, the controversial function of H3K27me3 in kidney fibrosis might be due to the use of different kidney injury models or differing responses to specific cells. Our results in TGF-β1-induced mesangial cells, however, showed an overall downregulation of H3K27me3, which was consistent with a previous *in vivo* study of diabetic nephropathy that reported a protective role of H3K27me3 in chronic kidney injury (Siddiqi et al., 2016). Interestingly, we did not detect any DE-genes that were DNA methylated and exhibited H3K27me3 modifications, suggesting the singular occurrence of methylation in single gene.

We describe the first comprehensive study to confirm the existence of DNA methylation and H3K27me3 in response to TGF-β1 treatment. Our data also provides evidence of the association between epigenetic changes and the expression of genes that are closely related to kidney injury. In this context, future studies should examine processes in which epigenetics is involved in the suppression of the spurious transcription initiation of kidney injury-related genes, which could facilitate the discovery of new mechanisms underlying kidney fibrosis.

Overall, our discoveries enhance the current understanding of the alternative mechanisms that contribute to the expression of TGF-β1-regulated genes involved in the pathogenesis of kidney injury. This study likewise offers insight into the molecular underpinnings of TGF-β1 stimulation in kidney cells and provides a robust platform for further target exploration.

## Author Contributions

BW designed the project, analyzed the data, and wrote the manuscript. SR supervised the project and finalized the manuscript. GJ and HN helped analysis of the data. The remaining authors provided technical support and instruction to this project.

## Conflict of Interest Statement

GJ and JW are employed by Shenzhen E-GENE Tech Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

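MeDIP-seq peak lists of 6 samples of mouse primary mesangial cells were analysed, 3 control samples and 3 samples treated with TGF-β1. The other experiments of the paper (RNA, miRNA and H3K27me3) were not analysed here. The groups and replicate numbers came from the sample labels, and the dose, time and glucose from the paper's methods.

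Per the paper's methods and the file headers, the authors called peaks with MACS2 in each sample separately, after mapping to mm9 and removal of duplicate reads, with a q cutoff of 0.01 and no input sample. The deposited pileup is a signal value, the number of extended reads over the summit, which the authors did not normalize for depth. The deposited fold enrichment is the ratio of that pileup to the local background, as MACS2 gives it, and the deposited p- and q-values are on a -log10 scale. Peak positions were used as deposited, counted from 1. A peak list leaves out regions below the threshold, so reads in uncalled regions were not used here, and the test on read counts in the paper was not repeated.

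Peaks were joined into regions where they overlapped by at least 1 bp, and the joining was checked against bedtools 2.31.1. Genome sequence and annotation were those of NCBIM37 (the same assembly as mm9) with GENCODE vM1. Gene names of the paper were matched by symbol, and otherwise by RefSeq accession and older symbols in a table of the GRCm38.p6 assembly, from which no coordinates were taken. Calculations used Python 3.11.15 and, for regions across samples, limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2 of the highest pileup per region. The limma test was tested on simulated data, drawn at the means of the 41744 real regions, with a median SD of 0.310 on the log2 scale against 0.238 in the real ones, and with 200 regions changed by an absolute log2 fold change of 3. It recovered 196 of the 200 (98%) at the paper's thresholds and called 0 unchanged regions. This simulation has no peak calling and a larger change than any entry of the paper's Supplementary Table S5. In further simulations, a region was kept where each sample reached the lowest pileup called in it. Of 200 regions changed by an absolute log2 fold change of 2, 108 were kept and 56 were called at the paper's thresholds. Of 200 regions changed by 1, 167 were kept, 0 were called at the paper's thresholds and 56 at an adjusted p below 0.01 and an absolute log2 fold change above 1.

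Single values per sample were compared by exact two-sided permutation tests over the 20 assignments of 3 and 3 samples, whose smallest p is 0.1, and by sign-flip tests of the 3 differences between same-numbered samples, whose smallest p is 0.25. The pairing comes only from the replicate numbers in the labels, and neither the labels nor the paper's text states that same-numbered samples were handled together. The precision of peak calls is set by 9407103 to 13291419 reads per sample. The lowest pileup called was 8 reads in each control sample and 9, 9 and 10 reads in TGF-β1 replicates 1, 2 and 3.

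The regions and genes named were fixed by rule before the data were examined. They are Gja4 and Klf7, every gene of Table 7 (named singly where the text of the paper names them and summarised otherwise), the 3 regions with the smallest limma p in each direction, and, of the regions called in all samples of one group and none of the other, the 3 with the highest mean pileup in each direction. The windows of Gja4 and Klf7 were read by eye from Fig. 5 and written down after the peaks at both genes had been seen. The reference sequence around the peaks in these windows is not reported here. Alternatives were a stricter q (-log10 q of at least 5), a fold enrichment of at least 5, chromosomes 1 to 19 only, division by reads, merging up to 200 bp, other thresholds and normalizations of the limma test, leaving out each sample, and the replicate number as a block. Peaks on unplaced sequence, 411 to 560 per sample, were left out of the gene elements, because the annotation does not cover them.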

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

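The tests on splits of the samples were chosen only after the number of regions called in each combination of samples had been seen. The other tests were set down before their results were seen, although the patterns themselves had been seen.

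A signal outside the genes the paper discusses was the set of 1616 regions called in all 3 TGF-β1-treated samples and no control sample, against 397 called in all 3 control samples and no TGF-β1-treated sample. With the same number of peaks (81473, those with the smallest q) taken from each sample, the numbers were 898 and 662, a ratio of 1.36, so that most of the excess went away. Unequal depth may account for that part. Of the 4 splits of the samples that part all same-numbered pairs, 1, the real one, gave a triple with as many as 1616 regions, while all 4 gave a triple with as many as 397. The other 6 of the 10 splits keep a same-numbered pair together, and 1 of them gave more, 1930 regions. With so few splits, the pattern cannot be told apart from chance. By mean pileup, the strongest of the regions called after TGF-β1 treatment alone lay in intron 1 of Zfhx3 (chromosome 8 of mm9, 111262103 to 111262458, pileups of 42, 43 and 60), 93059 bp from Slc38a4 (chromosome 15, 96731977 to 96732681, pileups of 45, 34 and 41) and in intron 6 of Dclre1a (chromosome 19, 56614140 to 56614500, pileups of 38, 35 and 45). Those called in control alone lay in intron 12 of Slc38a1 (chromosome 15, 96410975 to 96411323, pileups of 38, 44 and 48), 51107 bp from Nrp1 (chromosome 8, 131080401 to 131080719, pileups of 32, 43 and 40) and in intron 1 of Plcd3 (chromosome 11, 102945343 to 102945754, pileups of 31, 27 and 46). At a fold enrichment of at least 5, the region near Slc38a4 was still called in all 3 TGF-β1-treated samples and no control sample, while the other 5 regions lost that pattern, with a difference in called samples of 0 or -1.

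Peak density by chromosome, which the paper does not report, was uneven in every sample. Chromosome 8 had 56.7 peaks per Mb on average (50.6 to 61.3 over the 6 samples) and was the densest autosome in all 6 samples, while chromosome 7 had 29.7 and the median autosome 36.7. The ranking of the autosomes hardly differed between samples (lowest Spearman rho between any pair 0.977, across chromosomes). Peaks per Mb rose with the CpGs per kb of the autosome (Spearman rho 0.575, permutation p = 0.011, across 19 autosomes), so CpG content accounts for part of the pattern at most. Dividing by the CpGs of each autosome in place of its length left 0.847 times the coefficient of variation. Chromosome 8 still ranked first in peaks per CpG. With each autosome split at the midpoint of its length, the proximal and distal parts ranked alike in peaks per CpG (Spearman rho 0.900, permutation p = 1e-05, the smallest that 100000 resamples can give), which is what extra or missing copies of whole chromosomes would give. Copy number is a candidate explanation that remains, stated as a hypothesis. Methylation that differs between chromosomes and the share of each chromosome that can be mapped were not tested, and either would also make the parts alike. The pattern is common to both groups, and no biological explanation from the treatment was tested for it.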

How the results depend on the processing

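No comparison of a single value between the groups reached p = 0.05 under any alternative, which 3 samples against 3 cannot do in an exact test, so only directions are compared here. Scaling to depth reversed the direction of the difference in peaks per sample, in covered length and in the median pileup of shared regions, with the mean of the treated samples lower in each. Control replicate 1, with 7895 peaks per 1000000 reads, was nevertheless below all 3 treated samples (7939 to 7972). The numbers of peaks in gene elements and genes were not divided by reads. The difference in peaks per sample became -794 peaks per 1000000 reads, and the difference in covered length became -225645 bp per 1000000 reads. With the same number of peaks from each sample, chosen after the data were seen, the treated samples still covered more, by 1406639 bp. The difference in median pileup went from 4.00 reads to -0.144 reads per 1000000 reads. The relation of peak number to depth had r = 0.737 (exact permutation p = 0.333) without the samples farthest from the median depth, where 4 samples remain. At the stricter q, its rank correlation was no longer below p = 0.05 (Spearman rho 0.771, exact permutation p = 0.103). The cause was not tested. Requiring peaks in at least 2 replicates lowered the merged regions to 85432 in control and 96099 in TGF-β1-treated samples.

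Leaving out each sample in turn reversed the difference in the share of peaks shared with another replicate, in CDS peaks, in similarity and in the number of peaks at Gja4, each in at least 1 fit. The causes of these reversals were not tested. The difference in the share of peaks shared with another replicate ran from -9.90 to 17.7 percentage points, where a group left with 2 replicates has 1 possible partner per sample in place of 2. The difference in CDS peaks ran from -226 to 1798 peaks. The within-group minus between-group similarity ran from -0.0203 to 0.0204. Regions called in all TGF-β1-treated and no control samples numbered from 3024 to 4348, and regions called in all control and no TGF-β1-treated samples from 819 to 1873, when 5 samples had to satisfy the rule in place of 6. In the boxed windows, the number of samples with a peak (treated minus control) ran from -1 to 0 for Gja4 and from 0 to 1 for Klf7. The difference in peaks within 2 kb of Gja4 ran from -0.833 to 0.167 peaks. The difference in peaks per sample stayed between 7116 and 16604 peaks. Without control replicate 1, other differences kept their direction and became smaller. They were 178.5 peaks in Up2k, 188 in Down2k, 3273 in intergenic sequence and 3332833.5 bp in covered length.

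The number of regions past the paper's thresholds was 0 in every limma fit that was run, including the replicate block, scaling by reads, quantile normalization, fold enrichment in place of pileup and the fits that each left out 1 sample, with 1744 regions at an unadjusted p below 0.05 in the reported fit. With fold enrichment, 1 region had an adjusted p below 0.05, the one on chromosome 5 from 62693719 to 62694144 (limma adjusted p = 0.041). The unadjusted threshold, with no fold-change minimum, was added after the data were seen. The same number of peaks from each sample gave 898 regions in TGF-β1-treated samples alone and 662 in control alone. Fold enrichment in place of pileup and pileup per 1000000 reads were not run for the windows of Gja4 and Klf7, since 1 of 6 samples had a peak there. No paired analysis was possible for merged regions and for regions called in one group alone, because these are numbers per group and come from no test on samples. Among the named genes and regions, 8 other values went to 0 or lost their all-or-none pattern at a fold enrichment of at least 5. When a replicate was left out, 2 went to 0 (Tubb6 without control replicate 2 and Gja4 without TGF-β1 replicate 3). Changes in size alone were not counted, such as Notch1 from 1.00 to 0.333 peaks without control replicate 1. Depth limits every statement about an uncalled region, since the lowest pileup called was 8 to 10 reads.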

Differences from the paper's values

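The paper reports 97 differentially methylated genes, 31 hypermethylated and 66 hypomethylated. Here 0 genes had a region past the thresholds of the paper's methods within 2 kb, with 0 in each direction, and none of the alternatives set before the data were examined closed the gap (each gave 0 genes). The regions tested were those with a peak in all samples or in at least 3, and 16.7% of the regions with a peak in all 6 samples had the pileup that a 4-fold difference needs to leave a peak in each sample. The paper's 97 entries have absolute log2 fold changes from 1.00 to 2.08, with 1 above 2, so the 0 and the 97 stand at unlike thresholds. At an adjusted p below 0.01 and an absolute log2 fold change above 1, 0 genes passed as well. That setting called 56 of 200 simulated regions changed by 1, so it can miss most changes of the size the paper lists. At an unadjusted p below 0.05, a threshold chosen after seeing the values, 841 genes had such a region, 405 in the direction of hypermethylation and 470 in that of hypomethylation, far more than the paper's numbers, so that this setting did not close the gap either. The 1744 regions that passed it are no more than the threshold would pass on average if no region differed.

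The paper's numbers of peaks in the CDS are about 13000 in control and about 14000 in TGF-β1-treated samples in Fig. 3C, read by eye, against 7518 and 8381 here by the peak summit. With peaks assigned by any overlap, set before the data were examined, the numbers were 12897 and 14559, near those read from Fig. 3C. Counting each peak in every element it overlaps, chosen after seeing the values, gave the same 12897 and 14559. The stricter q and leaving out each replicate did not close the gap, nor did genes of all types, also chosen after seeing the values. The other large elements were also unlike Fig. 3C, by a smaller ratio. Intergenic peaks are about 58000 in control and about 66000 in TGF-β1-treated samples in Fig. 3C, read by eye, against 39892 and 44921 here, and any overlap gave 39677 and 44672. Peaks in introns are about 28000 and about 30000 in Fig. 3C, read by eye, against 36238 and 41156 here, and 31776 and 36021 by any overlap. Assignment by any overlap thus came near the paper's numbers for the CDS and not for intergenic sequence.

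The paper shows a trend of higher read density in TGF-β1-treated samples in Fig. 3A and 3B. Here the median pileup per 1000000 reads in regions called in all samples was 2.20 in TGF-β1-treated and 2.34 in control samples. This is the pileup at peak summits in called regions only. The read density in bins over gene elements was not used, so the paper's trend itself was not tested. The paper lists Gapdh as hypermethylated, and here no peak was called within 2 kb of it. The paper lists Notch1, Afdn, Tubb6 and Hadha as hypomethylated. Here the mean number of peaks was higher in TGF-β1-treated samples by 1.00, 1.33, 0.333 and 0.667 peaks (exact permutation p = 0.5, 0.4, 1 and 0.4). Among all 23 genes the paper lists as hypomethylated in Table 7, the mean number of peaks was higher in TGF-β1-treated samples for 12 and lower for 7. These are numbers of peaks over whole genes, not corrected for the unequal depth of the groups. The paper's values come from read counts in merged regions. With such unlike measures, the peak numbers do not decide whether a region within a gene lost methylation.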

Other observations

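The tests of GC content against similarity, of peaks per 1000000 reads, and of splits for similarity and for the number of regions with an unadjusted p below 0.05 were chosen only after the results, or the overlaps of peaks that they rest on, were seen.

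The number of peaks was higher in TGF-β1-treated samples, and the number of peaks per 1000000 reads was not (difference -794). That ratio does not settle whether depth is the reason, since it also falls in deeper samples when peaks grow less than in proportion to reads. Depth and treatment cannot be told apart here. GC content of the libraries is another explanation, and it was examined through the GC content of peaks only. The median GC content of peaks differed by -0.0963 percentage points between the groups, and the groups overlapped, so peak GC content showed no shift with treatment. The GC content of all reads was not measured, so this does not decide whether that of the libraries plays a part.

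A split of the samples that does not follow the treatment gave more differential regions than the treatment did. With control replicate 1 and TGF-β1 replicates 1 and 3 on one side and the other samples on the other side, 127 regions had a limma adjusted p below 0.05, against 0 for the real groups (1744 at an unadjusted p below 0.05). This split keeps the samples numbered 1 together on one side and those numbered 2 on the other. It also had the largest difference in similarity of the 10 splits, 0.0219, against -0.00205 for the real groups. These 3 samples have the lowest median GC content of peaks (47.7%, 48.3% and 47.9%, against 48.6%, 48.8% and 48.5% in control replicates 2 and 3 and TGF-β1 replicate 2). Over the 15 pairs of samples, peak sets were more alike the closer the pair was in GC content (Spearman rho -0.725, exact permutation of the 6 samples, p = 0.00417). The GC content is that of the same peaks, so sets that share more peaks can also be closer in it. The correlation therefore does not decide the source of the split. A difference in library preparation or in the immunoprecipitation may be a candidate source, as a hypothesis. A difference in handling between replicates 1 and 2 cannot be told apart from it. The labels give no batch, and differences in peak number between the samples were not taken out of this test.

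Among the 4 splits that part all same-numbered pairs, all 4 gave as many regions past the paper's thresholds as the real one, which any split does when the real number is 0 regions, so this comparison shows nothing about the treatment. Of the same splits, 3 of 4 gave as many regions with an unadjusted p below 0.05 as the 1744 of the real split. Also 3 of the 4 gave a difference in similarity as large as the real one. The other 6 splits keep a same-numbered pair together. With 4 splits, no pattern of this kind can be told apart from chance.

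The single peaks in the boxed windows of Fig. 5 had a pileup of 18 reads. In TGF-β1 replicate 1, 9.64% of the 5947 peaks with that pileup were called in no other sample, and in control replicate 3, 9.44% of 5700 peaks. These shares are above the limit set before the test, but most peaks with that pileup were also called in another sample, and 18 reads is above the lowest pileup called (9 reads in TGF-β1 replicate 1 and 8 in control replicate 3). The test therefore does not settle whether a pileup near the calling limit accounts for a peak in 1 of 6 samples, and the treatment cannot be told apart from it.

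In the paper's Supplementary Table S5, 12 of the 97 entries share both their log2 fold change and their p-value with another entry, in 6 groups, and in 5 of these groups the genes lie on different chromosomes. The remaining group is Nfat5, entered 2 times. The paper's text does not comment on this.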
